# Epitranscriptomic Analysis of m6A Methylome After Peripheral Nerve Injury

**DOI:** 10.3389/fgene.2021.686000

**Published:** 2021-07-09

**Authors:** Lei Zhang, Dingyu Hao, Pengyi Ma, Boyuan Ma, Jia Qin, Guangyuan Tian, Zihao Liu, Xianhu Zhou

**Keywords:** peripheral nerve, axon regeneration, m6A, RNA methylation, autophagy

## Abstract

N6-methyladenosine (m6A) is one of the most plentiful internal RNA modifications, especially in eukaryotic messenger RNA (mRNA), which plays pivotal roles in the regulation of mRNA life cycle and nerve development. However, the mRNA m6A methylation pattern in peripheral nervous injury (PNI) has not been investigated. In this study, sciatic nerve samples were collected from 7 days after sciatic nerve injury (SNI) and control rats. Quantitative real-time PCR demonstrated that m6A-related methyltransferase/demethylase genes were remarkably upregulated in SNI group compared with control group. Methylated RNA immunoprecipitation sequencing (MeRIP-seq) was performed to reveal the m6A methylation landscape. The results showed that 4,014 m6A peaks were significantly altered, including 2,144 upregulated and 1,870 downregulated m6A peaks, which were corresponded to 1,858 genes. Moreover, 919 differentially expressed genes were identified by the conjoint analysis of MeRIP-seq and RNA-seq. GO and KEGG pathway analyses were performed to determine the biological functions and signaling pathways of the m6A-modified genes. Notably, these genes were mainly related to the immune system process, cell activation, and nervous system development in GO analysis. KEGG pathway analysis revealed that these genes were involved in the cell cycle, B cell receptor signaling pathway, axon guidance pathway, and calcium signaling pathway. Furthermore, the m6A methylation and protein expression levels of autophagy-related gene (*Atg7*) were increased, together with the activation of autophagy. These findings shed some light on the epigenetic regulation of gene expression, which may provide a new opinion to promote functional recovery after PNI.

## Introduction

Peripheral nerve repair following injury is a complicated process. The distal stump of injured nerve undergoes Wallerian degeneration due to the loss of nutrition and energy support (Waller, 1851; Stoll et al., 2002). Neuronal apoptosis/necrosis and axon disintegration may induce the dedifferentiation and reprogramming of Schwann cells (Arthur-Farraj et al., 2017; Clements et al., 2017). The injury-induced Schwann cells can proliferate to form Bungner’s bands that establish connections between broken stumps and guide the direction of axon regeneration (Waller, 1851). Schwann cells also inhibit the production of myelin protein and remove myelin debris, which contain axon growth inhibitory proteins (e.g., myelin-associated glycoprotein) (Shen et al., 1998). At the same time, Schwann cells secrete various trophic factors that accelerate axon regeneration coincided with the recruitment of immune cells (neutrophils, macrophages, and T lymphocytes) to the nerve injury sites (Gaudet et al., 2011; Richner et al., 2014). Hematogenous macrophages transport across the high permeability blood–nerve barrier to phagocytose myelin debris and enhance distal nerve regeneration (Chen et al., 2015). Apart from the above, Schwann cells activate autophagy to relieve local pressure and balance the nerve microenvironment during axonal regeneration (Pereira et al., 2012). On the 7th day after peripheral nerve injury (PNI), the number and proliferative activity of activated Schwann cells attain the highest level (Zhou et al., 2017). However, the recovery of motor and sensory functions is limited in some patients with severe PNI, and the molecular mechanisms underlying this phenomenon are still unclear.

The roles of epigenetic modifications in the peripheral nervous system are being actively studied, especially histone acetylation (Puttagunta et al., 2014), and DNA methylation (Loh et al., 2017). It has been proven that these epigenetic changes can promote the transcriptional activation of multiple regeneration-associated genes. However, the m6A modification in axon regeneration remains to be characterized. Similar to other epigenetic modifications, m6A methylation is also dynamic and reversible (Füllgrabe et al., 2014; Zhao et al., 2017; Weng et al., 2018). The formation of m6A is regulated by both methyltransferases (WTAP, METTL3, and METTL14; termed as “writers”) and demethylases (FTO and ALKBH5; termed as “erasers”) (Yeo and O’Rahilly, 2012; Zheng et al., 2013; Yue et al., 2015), and then m6A-recognizing proteins (YTHDF1/2, IGF2BP1, and HNRNPA2B1; termed as “readers”) bind to the specific site to mediate its function (Weng et al., 2018). Some studies have demonstrated that m6A methylation affects almost every stage in the messenger RNA (mRNA) cycle by altering RNA structure, regulating maturation, promoting translation, and accelerating mRNA decay (Zhao et al., 2017).

In this study, we first assessed the expression levels of methyltransferase and demethylase genes in sciatic nerve injury (SNI) and control groups. Then, we compared the m6A-tagged transcription profiles before and after SNI *via* methylated RNA immunoprecipitation sequencing (MeRIP-seq) and identified differentially methylated peaks. After that, the data were combined with RNA sequencing (RNA-seq) to further analyze the relationship between mRNA expression and m6A methylation. Finally, we found that the mRNA m6A methylation and protein expression levels of *Atg7* were increased after SNI. ATG7 acts as the hub of microtubule-associated protein light chain 3 (LC3)-phosphatidylethanolamine and ATG12, thereby facilitating the expansion of autophagosomal membranes (Feng et al., 2015). This provides us with a new theoretical basis for PNI treatment.

## Materials and Methods

### Animal Model of Sciatic Nerve Injury

Female Wistar rats (100–120 g, 4 weeks old) were randomly divided into control and SNI groups at different time points. The animal model of SNI was constructed as described previously (Zhou et al., 2017). We collected sciatic nerve samples (about 1 cm) at the center of the injury as well as from the control rats, and then frozen at −80°C until further analysis. All animals were maintained under a standard condition (12:12-h light/dark cycle), with unlimited access to food and water. The experimental procedures involving animals were conducted in accordance with the Institutional Animal Care guidelines of the Radiation Medicine Chinese Academy of Medical Sciences and were approved by the Ethics Committee of the Radiation Medicine Chinese Academy of Medical Sciences.

### RNA Isolation and qRT-PCR

The mRNA expression levels of m6A writers and erasers were detected by quantitative real-time PCR (qRT-PCR). Total RNA was isolated from the sciatic nerve tissues in control (uninjured) and SNI (7 days after injury) groups using a TRIzol Reagent (15596026, Invitrogen). The purity and quantity of RNA samples were assessed by NanoDrop ND-1000 instrument. cDNA was prepared by reverse transcription using a FastKing RT kit with gDNase (KR116, Tiangen, China). QRT-PCR was performed using the Ultra SYBR Mixture (CW0957, Cwbio, China) according to the manufacturer’s specifications. GAPDH was used as an internal control. Each experiment was repeated at least three times, and all data were presented as mean ± standard deviation (SD). The primer sequences are shown in Table 1.

**TABLE 1:** Primers used for qRT-PCR analysis.

**Gene name**	**Primer**	**Sequence**
GAPDH	Forward	GACATGCCGCCTGGAGAAAC
	Reverse	AGCCCAGGATGCCCTTTAGT
ALKBH5	Forward	ACGGCCTCAGGACATCAAAG
	Reverse	AAGCATAGCTGGGTGGCAAT
WTAP	Forward	GGTACAAGATGACCAACGAAGA
	Reverse	ATTAACTCATCCCGTGCCATAA
METTL3	Forward	GCACTTCAGACGGATTATCAAC
	Reverse	TCATAGTGGACATACTTGCAGG
METTL14	Forward	GCCGACAGATTTGAAGAATACC
	Reverse	CACATCAAACTTGGGTGTCAAT
FTO	Forward	CAGAGATCCCGATACGTGGC
	Reverse	CTGTGAGCCAGCCAAAACAC

### MeRIP-seq and RNA-seq

The sequencing experiments were conducted at Cloud-seq Biotech Inc. (Shanghai, China). First, we collected and quantified total RNA from the sciatic nerve tissues of control (uninjured) and SNI (7 days after injury) groups. Then, Arraystar Seq-StarTMpoly(A) mRNA Isolation Kit (Arraystar, MD, United States) was used to extract poly(A) mRNA from total RNA. The tubes with 1 μg/μL RNA and fragmentation buffer (metal-ion) were incubated at 70°C for 6 min in a preheated thermal cycler block. Subsequently, 30 μL of 3 M sodium acetate (NaOAc), 1 μL of glycoBlue, and 750 μL volumes of 100% ethanol were added, mixed and kept at −80°C overnight. After centrifugation and pellet resuspension, RNA fragmentation was conducted by running 0.5 μg of RNA through 1.5% (wt/v) agarose gel. The fragmented RNA was immunoprecipitated with magnetic beads containing m6A antibody (1 μL m6A antibody in 50 μL 1 × IP buffer) using the GenSeq^TM^ m6A RNA IP kit (GenSeq Inc., China). The input samples without immunoprecipitation were used as a control group. The following reagents were used for elution and purification in sequence: 1 × IP buffer, LB Buffer, HS Buffer, RLT Buffer, 100% and 75% ethanol.

MeRIP-seq libraries were constructed using the NEBNext^®^ Ultra II Directional RNA Library Prep Kit (New England Biolabs, Inc., United States). For RNA-seq, total RNA (1 μg) was used to remove the rRNAs *via* Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA, United States). RNA-seq libraries were constructed using the TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, United States). Then, both libraries were controlled and evaluated with the Bio Analyzer 2100 system (Agilent Technologies, United States). The 10 pM libraries were denatured as single-stranded DNA molecules and amplified *in situ* as clusters. MeRIP-seq and RNA-seq procedures were carried out on an Illumina NovaSeq 6000 instrument with 150-bp paired-end reads. The quality control metrics of the sequencing data are listed in Supplementary Table 1.

### Sequencing Data Analysis

For MeRIP-seq data analysis, paired-end reads were conducted *via* Illumina NovaSeq 6000 sequencer and were quality checked with Q30. Cutadapt software (v1.9.3) was used to remove 3′ adaptor-trimming and low-quality reads (Martin, 2011). Clean reads of all libraries were mapped to the reference genome (Rat5) *via* Hisat2 software (v2.0.4) (Kim et al., 2015). Peaks with m6A modification were detected by MACS software (Zhang et al., 2008). Differentially methylated sites were identified by diffReps and visualized through IGV software (Shen et al., 2013). The peaks recognized by both software and overlapped with two or more exons were filtered out and annotated by homemade scripts. MEME software was used to perform motif-based sequence analysis (Bailey, 2011). GO and KEGG pathway analyses were conducted to identify the biological functions and signaling pathways of differentially m6A-modified genes.

For mRNA sequencing data analysis, the paired-end reads from Illumina NovaSeq 6000 sequencer were quality checked with Q30, and the low-quality reads were removed by Cutadapt software (v1.9.3) (Martin, 2011). Then, the high-quality clean reads from MeRIP-seq were aligned to the reference genome (Rat5) *via* Hisat2. Cuffdiff software (part of Cufflinks) was used to calculate the gene level FPKM (fragments per kilobase of exon per million fragments mapped reads) as the expression profiles of mRNA. Differentially expressed genes were identified based on the fold-change and *p*-value calculated from FPKM values (Trapnell et al., 2010). GO and KEGG pathway analyses were performed to assess the biological functions and signaling pathways of differentially expressed genes.

### Gene-Specific m6A qPCR

Gene-specific m6A qPCR was carried out at Cloud-seq Biotech Inc. First, we obtained and quantified the total RNA from both control (uninjured) and SNI (7 days after injury) groups. Then, metal-ion was used to fragment the extracted RNA to approximately 100 nt in length and reserved one-tenth of fragmented RNA as INPUT control. Next, the fragmented RNA were subjected to immunoprecipitation with m6A antibody-coated magnetic beads. Methylated RNA bound to the magnetic beads was eluted and purified. Finally, the m6A modification of *Atg7* gene was verified by qPCR analysis. The primer sequences are listed in Table 1.

### Western Blot Analysis

The sciatic nerve samples obtained from control (uninjured) and SNI (2, 5, 7, and 10 days after injury) groups were ground using an automatic grinder, and then lysed with RIPA lysis buffer. BCA protein assay kit (P0012, Beyotime) was used to measure the concentration of total protein. An equal amount of protein sample was separated by 10% SDS-PAGE, and then transferred onto polyvinylidene difluoride membranes. After blocking with 5% non-fat milk for 1 h, the membranes were incubated with primary antibody overnight at 4°C. Subsequently, the membranes were incubated with the corresponding secondary antibody for 1 h. Enhanced chemiluminescent substrate (Bio-Rad) was used to visualize the protein bands. The antibodies used for Western blotting were as follows: ATG7 (1:1000, 8558S; Cell Signaling Technology), LC3 (1:1,000, L7543; Sigma-Aldrich), and GAPDH (1:2,000, ab181602; Abcam).

### Transmission Electron Microscopy

The fresh samples of control and SNI (2 days after injury) groups were fixed with 2.5% glutaraldehyde overnight at 4°C and then with OsO4 at 4°C for 1 h. Different concentrations of ethanol solution (50, 70, 80, 90, 95, and 100%) were used for gradient dehydration. The samples were permeated with acetone and Epon embedding agent, sectioned using an ultramicrotome, and stained with lead citrate solution and uranyl acetate saturated in 50% ethanol. Autophagosomes were observed under a JEM-1010 electron microscope (Jeol, Tokyo, Japan) at × 3,000 magnification.

### Statistical Analysis

All statistical analyses were performed using the GraphPad Prism software. The results were presented as mean ± SD. ImageJ software was used to calculate the gray values of Western blot images. Significant differences between two groups were assessed by Student’s *t* test, ANOVA, and *post hoc* analysis. Fisher’s exact test was used for all bioinformatic analyses.

## Results

### Ubiquitous Expression of m6A Writers and Erasers in Sciatic Nerve After Injury

To investigate the effects of epigenetic modulators on rat sciatic nerve (7 days after SNI), we determined the expression profiles of m6A writers (or known as methyltransferases; METTL3, METTL14, and WTAP) and erasers (or known as emethylases; FTO and ALKBH5). As shown in Figure 1, the mRNA expression levels of these methyltransferases and demethylases were remarkably higher in SNI group than in control group. Among them, the expression levels of FTO (26.1) and METTL14 (30.1) were more significantly upregulated compared with other key genes. The ubiquitous expression of these genes indicates that m6A plays a prominent role during SNI.

**FIGURE 1:**
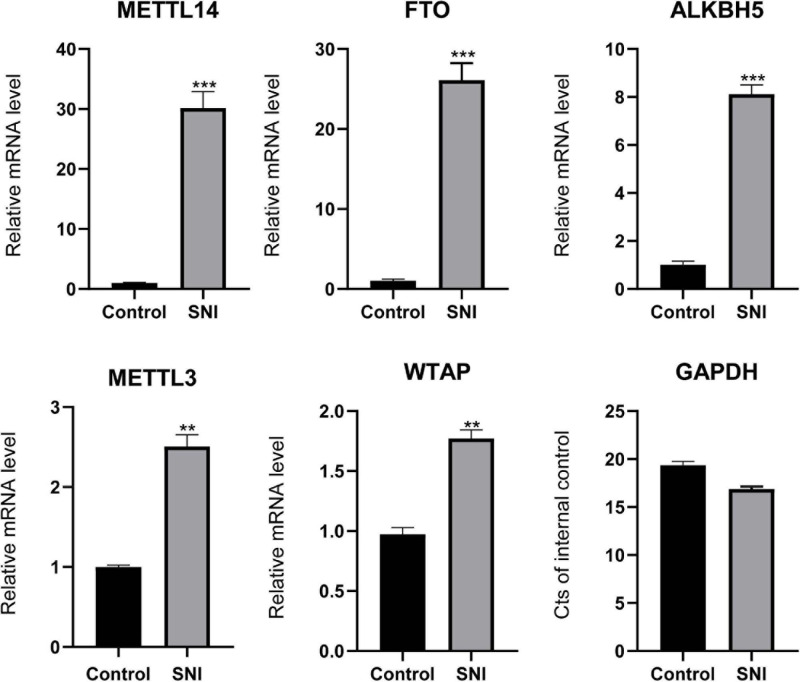
The expression levels of writers and erasers. Quantitative RT-PCR showing the upregulated levels of METTL3, METTL14, WTAP, FTO, and ALKBH5. Among them, the expression levels of METTL14 and FTO were the most significant. GAPDH was used as an internal control. SNI group (*n* = 3); control group (*n* = 3). “**” and “***” indicate *p* < 0.01 and *p* < 0.001, respectively, *via* Student’s *t* test.

### Transcriptome Profile of m6A Methylation in SNI Samples

To analyze the level and distribution of m6A methylation in SNI and control groups, MeRIP-seq was performed to assess the epitranscriptome m6A-seq data (GEO accession number: GSE171866). 

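MeRIP-seq compares RNA fragments pulled down with an m6A antibody (IP) with the fragments before the pull-down (input), so that methylated stretches stand out as peaks. The sciatic nerve samples were 3 from the control group and 3 from the SNI group at 7 days, and each gave an IP library and an input library, 12 libraries in all. According to the paper's Table S1, between 40611402 and 45171701 reads were mapped in the SNI IP libraries and between 41172156 and 41580513 in the control IP libraries. In the input libraries the range was from 33643553 to 51042371 mapped reads in control and from 44536218 to 46732808 in SNI, so that it was wider than in the IP libraries for control and narrower for SNI. The same table lists RNA-seq libraries, and the raw read total of each of these 6 equals that of the input library with the same number in the other group. The authors trimmed the reads with Cutadapt, aligned them to the rat genome (Rat5, here rn5) with Hisat2, called peaks with MACS and compared the groups with diffReps. The authors' deposited list is the output of that comparison over all replicates together, with 1 row per differentially methylated peak. Each row gives the chromosome, start, end and strand and a score, which is the authors' −log10 of the p-value of that peak. The list gives no value per library, no fold change, no direction and no gene name, so replicate error cannot be computed for a peak. Coordinates are printed as the list and Table 2 give them, and a peak's length is its end minus its start. In the list 1218 starts are 1 base past a multiple of 20 and 1220 ends are at one, so starts may count from 1. Lengths would then be 1 base longer than printed, and gaps between peaks 1 base shorter. Genes, directions and fold changes were taken from Table 2, Table 3 and Supplementary Table 2 and are the paper's. The copy of Supplementary Table 2 used here is shortened and holds 526 rows of upregulated peaks, against the 2144 the paper gives, and no overlap or enrichment test was run on it. All of these rows are in the deposited list with the same peak, start and end.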

In total, SNI samples had 2,144 and 1,870 significantly upregulated and downregulated m6A peaks, which corresponded to the transcripts of 1,083 and 775 genes, respectively (fold-change ≥ 2.0 and *p* < 0.00001; Figure 2A). Among them, the top 20 differentially methylated m6A peaks are shown in Table 2, and the remaining m6A peaks can be found in Supplementary Table 2.

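The authors' deposited list held 4014 peaks on 21 chromosomes. Scores ran from 5.00 to 13.6 with a median of 7.46, with quartiles of 6.55 and 8.93. The number of peaks depended most on the score threshold, since 1490 peaks (37.1%) had a score of at least 8. Merging peaks of the same strand less than 100 bases apart left 3956 peaks. Peaks were from 1 to 4521 bases long, with a median of 152 bases and quartiles of 96 and 290 bases. A length under 100 bases was found for 1071 peaks (26.7%), and 27 peaks were at most 5 bases long. Length and score were weakly related across peaks, which are not independent replicates (Spearman's rho 0.088, two-sided permutation test, p = 0.0001, the smallest that 10000 permutations can give). The relation did not run one way, since the median length was 135 bases at scores from 5 to below 6, rose to 194 bases from 9 to below 10, and was 128.5 bases from 12 to below 13. Chromosome 1 held 489 peaks, or 12.2% of the list (exact 95% Clopper-Pearson interval 11.2% to 13.2%), and chromosome 3 held 420, or 10.5% (9.53% to 11.5%). Chromosome 20 held the fewest with 59. The minus strand carried 2217 peaks and the plus strand 1797, and on chromosome 3 the numbers were 290 and 130. A single group of 78 minus-strand peaks on chromosome 3, from 42778861 to 42953918, and another of 56 peaks, from 70247337 to 70402652, made up 31.9% of the peaks of that chromosome.

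**Figure D1:**
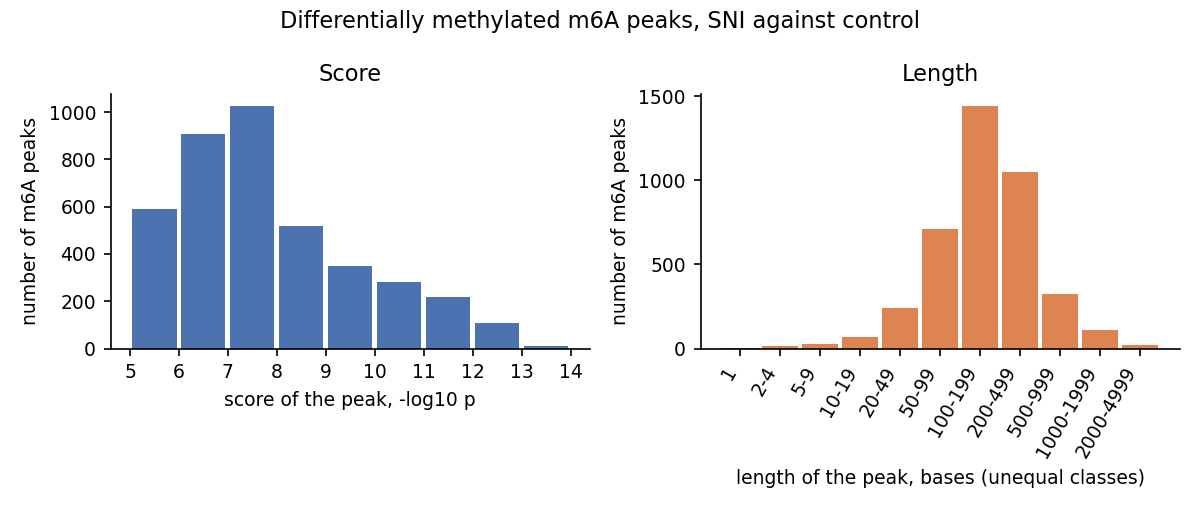
Number of peaks by score (−log10 p, left) and by length in bases (right, classes of unequal width) for the 4014 peaks of the authors' deposited list. The fullest score class, from 7 to below 8, holds 1027 peaks, and the fullest length class, from 100 to below 200 bases, holds 1443.

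**Figure D2:**
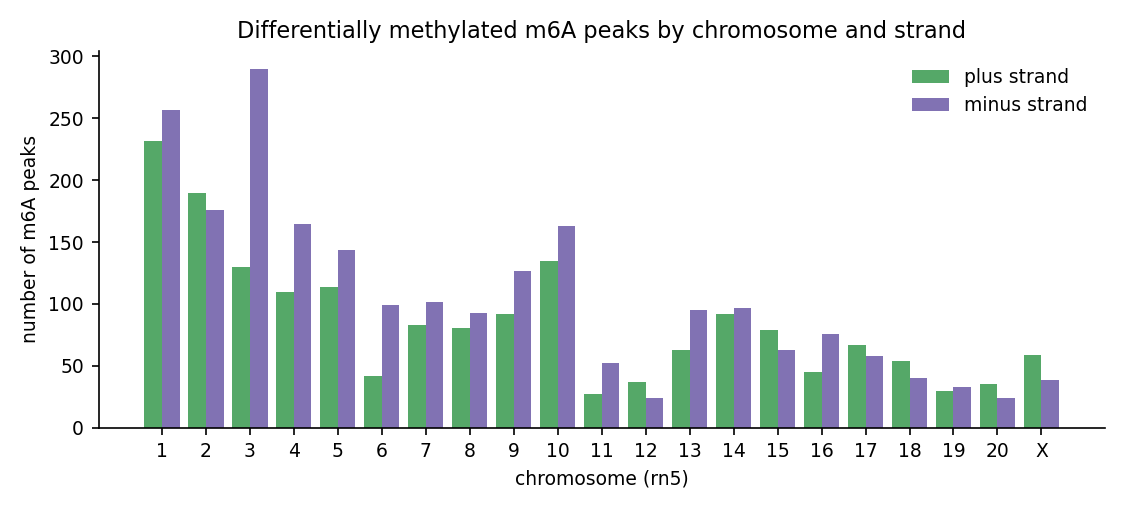
Number of peaks of the authors' deposited list on each chromosome of rn5, by strand. The minus-strand bar of chromosome 3, at 290 peaks, is the highest.

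The 5 highest scores of the authors' deposited list belonged to peaks at chromosome 7 from 65487369 to 65487456 (minus strand, score 13.6), chromosome 1 from 75149297 to 75149340 (plus, 13.5), chromosome 3 from 45710561 to 45710883 (plus, 13.3), chromosome 6 from 156842401 to 156842539 (plus, 13.2) and chromosome 7 from 36062665 to 36063300 (minus, 13.1). The last is a peak of Plxnc1 in Supplementary Table 2, where the paper's fold change is 13.3. The first lies 10.2 kb from the Hmga2 peak of Table 2.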

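All 20 peaks of Table 2 were found in the authors' deposited list with the same start and end, and 10 to the power of minus the score gave the paper's p-value for each of the 20. Their chromosomes, which Table 2 leaves out, follow from this match. Of the 10 peaks the paper calls upregulated, those of Ly49i9 and Klri2 were on chromosome 4, Slco5a1 and Ttc22 on 5, Hmga2 and Gtse1 on 7, C1qtnf3 on 2, Bcl11b on 6, Ccr7 on 10 and RT1-M2 on 20. Among the downregulated peaks, those of Fam160a1 and Cxxc4 were on chromosome 2, Adamts20 and Grip1 on 7, Olr681 on 3, Oxtr on 4, Itih6 on 5, Il17a on 9 and AABR06107100.1 on X. The peak with the largest fold change of the paper, that of Bcl11b (188.6), lies on chromosome 6 from 141083119 to 141083485 on the minus strand and had a score of 8.47. The C1qtnf3 peak, on chromosome 2 from 83764121 to 83764184, had the highest score of the 20 at 11.5. The lowest score was 7.82, for Il17a. Table 2 is ordered by fold change, and by score its peaks ranked between 210 and 1628 in the deposited list, with none among the 100 highest. Lengths ran from 23 bases for Grip1 to 739 bases for Itih6. In the upregulated rows of Supplementary Table 2 used here, the paper's fold changes ran from 2.00 to 188.6 with a median of 3.51. All 9 fold changes above 60 in these rows are whole multiples of 0.1, as are the 20 of Table 2, while the next lower one is 51.6883. The 5 genes with the most peaks in these rows were Nav2 with 7, Cenpe and Abca1 with 6 each, and Tenm3 and Kif11 with 5 each. The peaks of Nav2 lie between 105785011 and 105991560 on chromosome 1, with scores from 5.91 to 7.63, and those of Abca1 between 74030681 and 74090092 on chromosome 5, with scores from 7.64 to 12.4.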

**FIGURE 2:**
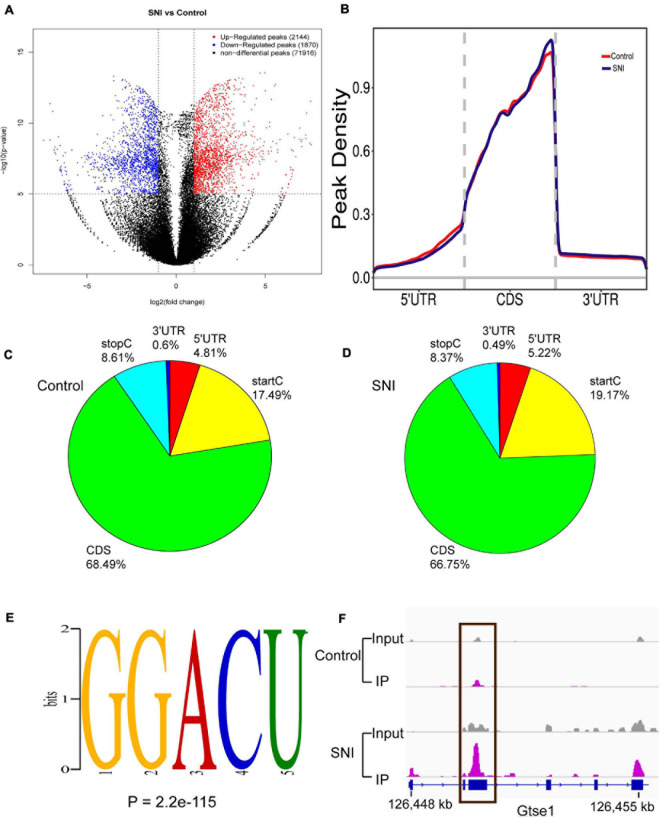
The degree and pattern of m6A modification peaks in SNI and control groups. **(A)** Volcano plots indicating the distribution of differential m6A peaks after SNI. Fold-change ≥ 2.0, *p* < 0.00001, *n* = 3, *via* Fisher’s exact test. **(B)** Priority region and average distribution of m6A peaks. **(C,D)** The distribution of m6A peaks in SNI and control groups, respectively. **(E)** The top motifs enriched across differential m6A peaks. **(F)** Data visualization of the m6A-modified *Gtse1* mRNA.

**TABLE 2:** The top 20 altered methylated m6A mRNAs.

**Gene name**	**Fold change**	**Regulation**	**Peak start**	**Peak end**	**Peak region**	***p*-value**
Bcl11b	188.6	Up	141083119	141083485	CDS	3.41184E-09
C1qtnf3	185.8	Up	83764121	83764184	stopC	2.90904E-12
RT1-M2	180.8	Up	1330021	1330145	CDS	2.60969E-09
Hmga2	159.7	Up	65477106	65477157	CDS	1.95917E-11
Ly49i9	154.5	Up	212860534	212860641	3UTR	1.23827E-09
Gtse1	154.4	Up	126447843	126447961	startC	7.05159E-10
Slco5a1	132.9	Up	10704800	10705520	5UTR	1.52433E-09
Ccr7	132.1	Up	86863313	86863401	3UTR	4.51785E-09
Klri2	128.5	Up	212206301	212206516	stopC	2.02144E-09
Ttc22	121.6	Up	130071681	130071960	startC	2.23587E-10
Oxtr	170.7	Down	207715424	207715580	stopC	1.67168E-09
Itih6	133.8	Down	37820981	37821720	CDS	1.59935E-09
Obscn	133.7	Down	45231005	45231120	CDS	4.28052E-12
Olr681	120.6	Down	84659858	84660480	CDS	1.47375E-11
Fam160a1	114.3	Down	204333641	204334040	CDS	7.85335E-09
Adamts20	113.7	Down	135185042	135185100	CDS	7.74537E-09
Cxxc4	111	Down	257943781	257944120	5UTR	1.16816E-08
AABR06107100.1	110.3	Down	106884509	106884591	CDS	4.91596E-09
Il17a	107.4	Down	25696864	25696949	5UTR	1.51155E-08
Grip1	100.7	Down	64974137	64974160	CDS	7.01286E-09

We further identified the preferential locations of m6A peaks in mRNA coding regions. The results demonstrated that the peaks were markedly correlated with the coding sequence (CDS), and there were significantly enriched peaks at the beginning of 3′ untranslated region (3′UTRs) and near the stop codon (Figures 2B–D). Motif enrichment analysis indicated that GGACU was the most enriched m6A sites of were in both SNI and control groups (Figure 2E), which provides further proof for the conservativeness of m6A methylation. *Gtse1*, a significantly hypermethylated peak on the CDS, was also detected (Figure 2F). These results strongly suggest that m6A methylation is dynamic and reversible.

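In the authors' deposited list, 2 peaks lie at this gene on the plus strand of chromosome 7, and no other peak lies within 20 kb of the first. The first, from 126447843 to 126447961 (118 bases), is the one in Table 2, where the paper gives a fold change of 154.4 and the start codon as its region. Its score was 9.15, rank 899 in the list. The second begins 1780 bases after the end of the first and runs from 126449741 to 126450319 (578 bases), with a score of 7.81. Its row of Supplementary Table 2 is not among those used here, so its direction and transcript region are not given. From these results, with the location of the peaks and their motif, the paper proposes that m6A methylation is dynamic and reversible.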

### Biological Functions and Signaling Pathways Associated With Differentially Methylated mRNA

To clarify the biological functions and signaling pathways of m6A modification during SNI, both GO enrichment and KEGG pathway analyses were carried out. In GO analysis, the biological functions of differentially methylated genes can be classified into three parts: biological processes (BP), cellular component (CC), and molecular function (MF). The top 10 most remarkably enriched BPs, CCs, and MFs of the genes with up/downregulated m6A peaks are listed in Figures 3A,B. Through the KEGG pathway analysis, the crucial pathways of differentially m6A-modified genes were identified. 

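Supplementary Table 2 annotates peaks with KEGG pathways, and the positions and scores of the annotated peaks were looked up in the authors' deposited list. Only part of the rows of upregulated peaks was used, and the pathway text of 13 of these is shortened, so the numbers are lower bounds and no enrichment was tested. For the cell cycle, 10 peaks of 9 genes were found, those of Anapc10, Bub1, Bub1b, Ccnd1, Ccne2, Cdk1, E2f3, Gadd45a and Tgfb1. Their scores ran from 5.31 to 12.6 and the paper's fold changes from 2.08 to 8.29. The peak of E2f3, on chromosome 17 from 37641854 to 37642172, ranked 36 by score, and the peak of Cdk1, on chromosome 20 from 22694920 to 22694996, had the largest fold change of these 10. For B cell receptor signaling, peaks of Jun, Lyn and Pik3ap1 were found, with scores from 5.20 to 10.1. For Toll-like receptor signaling, 4 peaks of 3 genes were found (Irf5, Jun and Tlr9). The Tlr9 peak, on chromosome 8 from 114282381 to 114283069, had a score of 11.5 and a fold change of 2.92 in the paper, and the Irf5 peak, on chromosome 4 from 56572292 to 56572370, a score of 6.49 and a fold change of 3.95.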

The results showed that the hypermethylated genes were involved in the cell cycle, B cell receptor signaling pathway, and Toll-like receptor (TLR) signaling pathway (Figure 3C). The hypomethylated genes were involved in the calcium signaling pathway, Rap1 signaling pathway, and axon guidance (Figure 3D). This indicates m6A methylation is a potential target to improve sciatic nerve repair after injury.

**FIGURE 3:**
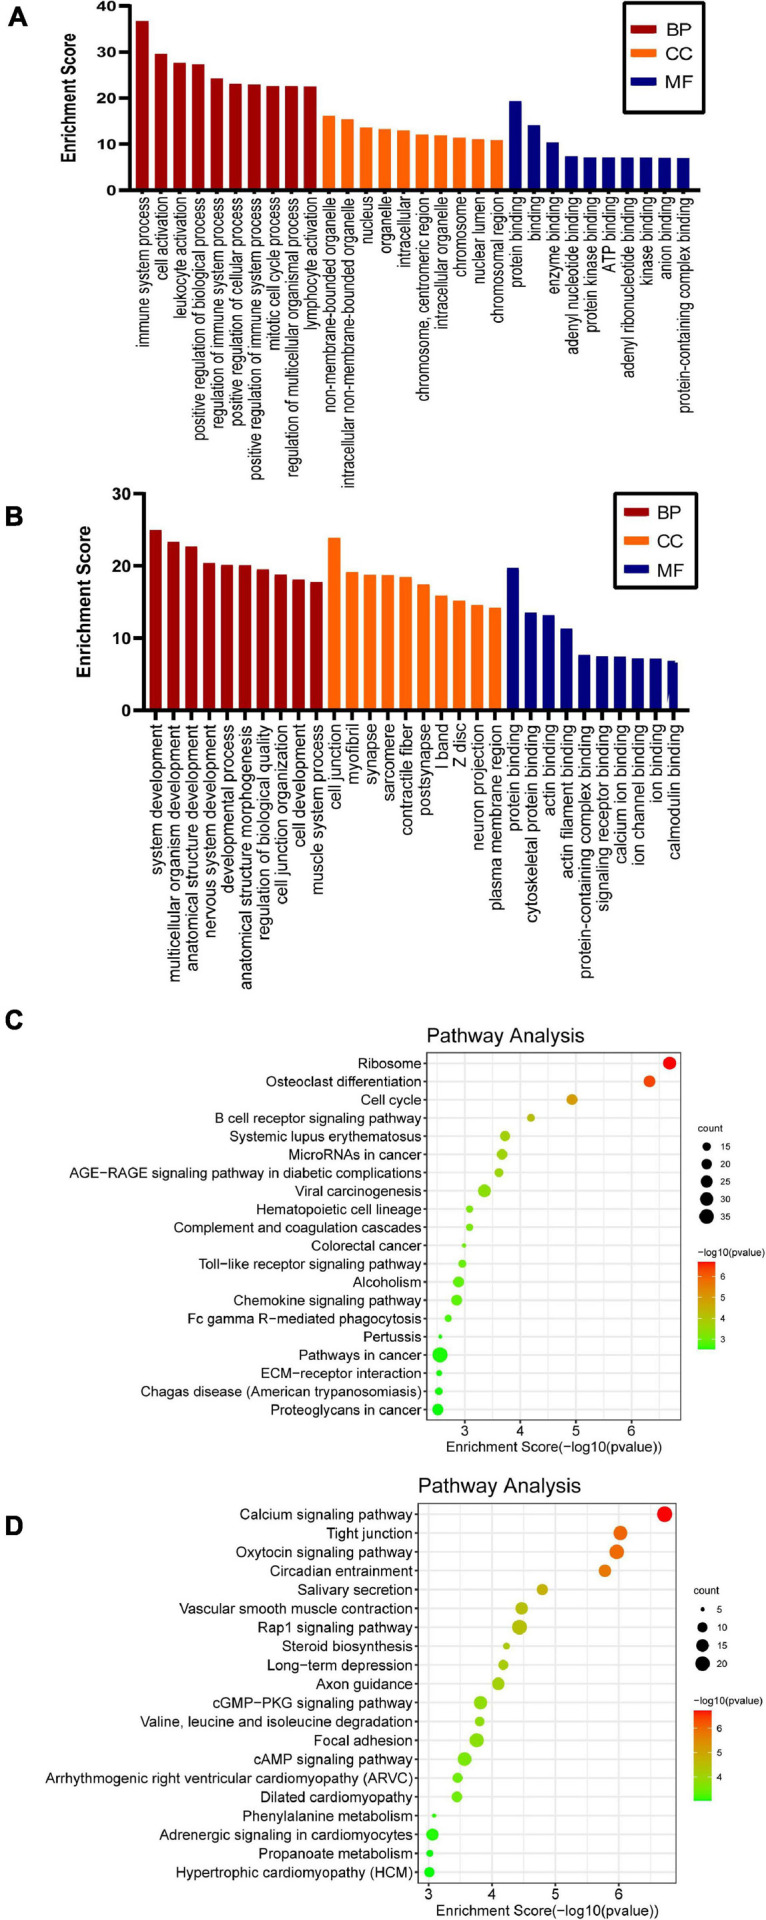
GO and KEGG pathway analyses of the differentially methylated genes. Significantly enriched GO terms of the hypermethylated **(A)** and hypomethylated genes **(B)**. Significantly enriched KEGG pathways of the hypermethylated **(C)** and hypomethylated **(D)** genes.

### Conjoint Analysis of MeRIP-seq and RNA-seq Data

To explore the association between gene expression and m6A methylation, RNA-seq data were used to determine the extent of altered mRNA expression (GEO accession number: GSE171866). The differentially expressed transcripts consisted of 2,055 upregulated transcripts and 785 downregulated transcripts (fold-change ≥ 2.0 and *p* < 0.05; Figure 4A). The top 20 differentially expressed genes are listed in Table 3, while the top 10 GO terms and KEGG pathways are presented in Supplementary Figure 2. Cluster analysis was performed to assess the expression patterns of differential methylated genes (Figure 4B). In the light of the conjoint analysis of MeRIP-seq and RNA-seq data, all differentially m6A peaks with differential mRNA levels were divided into four groups (Figure 4C). Notably, all 635 hypermethylated m6A peaks in mRNA transcripts were upregulated, while 283 of the 284 hypomethylated m6A peaks were downregulated in mRNA transcripts. These results suggest that there is a strong correlation between m6A methylation and gene expression.

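The peak side of this comparison was looked up at the 20 loci of Table 3, whose expression changes are the paper's; RNA-seq values were not analysed here. Of the 10 genes with higher mRNA, 3 had a peak of the authors' deposited list within their locus, 1 each. The Gpr83 peak lies on chromosome 8 from 13314281 to 13314660 (score 9.22), the Tyrp1 peak on chromosome 5 from 102431461 to 102431740 (9.20). The Lilrb4 peak is the one on chromosome 1 among the 5 highest scores, and it starts at the first base of the locus. Of the 10 genes with lower mRNA, 7 had at least 1 peak, 20 peaks in all. Myh1 and Myh4 had 6 each, Myh2 had 3, Atp2a1 had 2, and Mb, Actn3 and Acta1 had 1 each, while Ckm, Sypl2 and Pgam2 had 0. All 23 peaks were on the strand of their gene. With a score of at least 8 required, the 3 genes with higher mRNA kept their peak and 0 genes with lower mRNA did, since the 20 peaks scored from 5.99 to 7.69. None of the 23 peaks is in the rows of Supplementary Table 2 used here, so their direction is not given, and the split into hypermethylated and hypomethylated peaks (Fig. 4C) is the paper's.

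**Figure D3:**
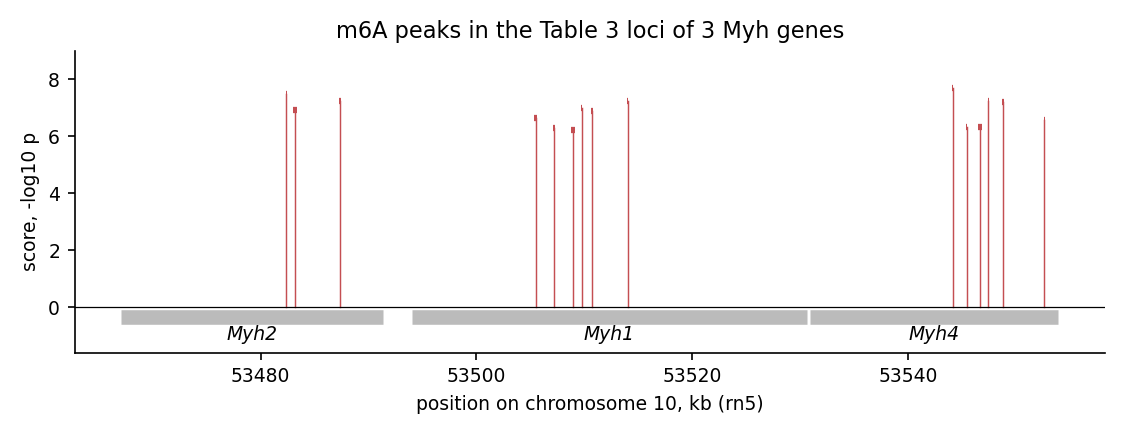
Peaks of the authors' deposited list (red, height is the score in −log10 p) in the Table 3 loci of Myh2, Myh1 and Myh4 (grey) on chromosome 10 of rn5. The 15 peaks score between 6.20 and 7.69.

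From the agreement of direction that it reports between peaks and transcripts, the paper proposes a strong correlation between m6A methylation and gene expression.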

**FIGURE 4:**
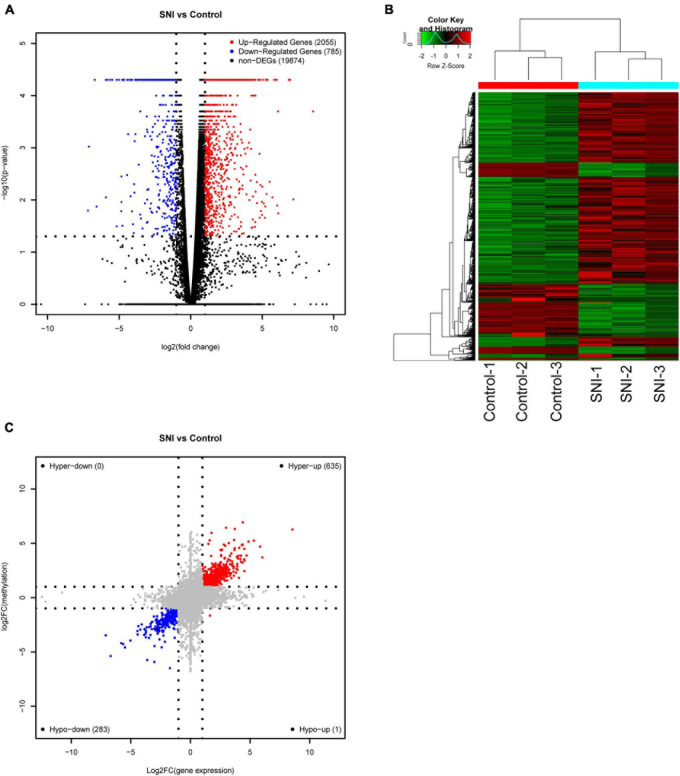
Conjoint analysis of m6A methylation and mRNA expression after SNI. **(A)** Volcano plots and **(B)** Heatmap plots displaying the differentially expressed genes between SNI and control groups. **(C)** Four-quadrant graph showing the association between mRNA m6A methylation and transcriptome level.

**TABLE 3:** The top 20 differently expressed mRNAs in SNI based on log2 (fold change).

**Gene name**	**log2 (fold change)**	**Regulation**	**Locus**	**Strand**	***p*-value**
Gpr83	8.55401	Up	chr8:13306229-13316717	+	0.0002
LOC680329	7.17537	Up	chr11:89193034-89194878	+	0.00975
LOC100362684	6.96595	Up	chr5:165588419-165588924	+	0.00005
Igkc	6.8567	Up	chr4:163306241-163309315	+	0.00005
Ccl9	6.12582	Up	chr10:70416899-70421785	−	0.01805
Cd19	6.05504	Up	chr1:204797141-204803557	−	0.01275
Tyrp1	6.02478	Up	chr5:102430673-102464565	+	0.00005
Cd8a	5.97504	Up	chr4:164017632-164021869	+	0.00005
Cd8b	5.72046	Up	chr4:163964374-163980435	+	0.00895
Lilrb4	5.84134	Up	chr1:75149297-75154600	+	0.00005
Myh2	−7.17359	Down	chr10:53467096-53491312	+	0.01595
Mb	−7.10582	Down	chr7:118094390-118101652	−	0.00095
Myh4	−6.7028	Down	chr10:53530952-53553894	+	0.00005
Atp2a1	−6.57491	Down	chr1:204820052-204854008	−	0.0134
Ckm	−5.9313	Down	chr1:81587879-81598112	+	0.00005
Sypl2	−5.92245	Down	chr2:230472383-230487115	−	0.00895
Myh1	−5.80509	Down	chr10:53493996-53530654	+	0.00005
Actn3	−5.62826	Down	chr1:227051530-227067458	−	0.00005
Acta1	−5.48312	Down	chr19:67389900-67392928	−	0.00005
Pgam2	−5.18691	Down	chr14:86736788-86738938	−	0.00005

### The m6A Methylation and Protein Expression Level of *Atg7* Are Increased in SNI Group

Autophagy plays a vital role in the repair of SNI. 

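Atg7, which encodes an enzyme needed to form autophagosomes, lies on chromosome 4 between Oxtr and Olr1 in the gene order of the GRCr8 assembly. In the authors' deposited list (rn5), peaks of these neighbours lie on chromosome 4. They run from 207715424 to 207715580 (Oxtr, Table 2) and from 211885241 to 211885740 (Olr1, Supplementary Table 2), and the window drawn in Fig. 5A lies between them. The limits of the window were read from the axis labels of that figure, so distances from it are approximate. The figure prints no chromosome, and chromosome 4 was inferred from the gene order. Of all peaks in the list, 0 overlap that window on any chromosome. The nearest peak before it on chromosome 4 runs from 209003261 to 209003800 (minus strand, score 7.53) and ends 886.2 kb away. The nearest peak after it runs from 211002557 to 211002603 (minus strand, score 6.81) and starts 1102 kb away. The median distance between neighbouring peaks on this chromosome was 43.2 kb, over 275 peaks. Peaks can lie close together in groups, so this median is not the gap to expect at a given position. Wide gaps also lie nearby, since the next peaks on the left were 1262 kb and 2174 kb from the window. Whether the region holds fewer peaks than others was not tested. The list holds only peaks past the authors' thresholds for fold change and p-value, so the IP and input reads in the window were not compared.

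**Figure D4:**
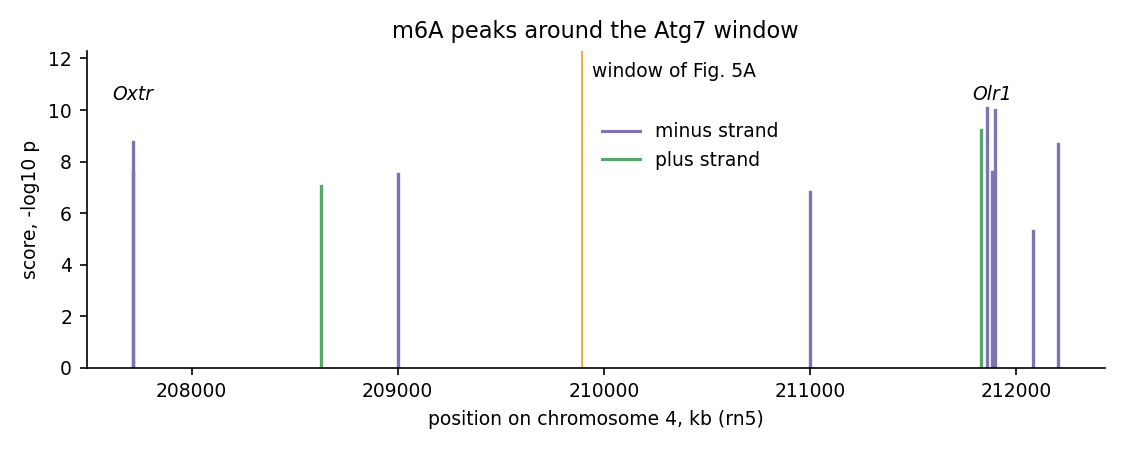
Peaks of the authors' deposited list along chromosome 4 of rn5 (position in kb), with the score (−log10 p) as height and the strand as colour. The orange band is the 11 kb window of Fig. 5A, peaks are drawn with 1 line width whatever their length, and 0 peaks fall in the band.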

In this study, we found that the m6A abundance of *Atg7* mRNA was obviously increased after SNI (Figure 5A). To further verify the expression of *Atg7* mRNA methylation, gene-specific m6A qPCR was performed. Interestingly, the result of gene-specific m6A qPCR was consistent with that of m6A-seq (Figure 5B). The protein expression of *Atg7* was also upregulated, indicating m6A methylation may serve as a potential mechanism to regulate autophagy during SNI (Figures 5C,E). In addition, the expression of the autophagy-related marker LC3 was increased (Figures 5D,E), and the autophagosomes were abundantly found in sciatic nerve after injury (Figure 5F). Altogether, our findings reveal a prominent association between the protein expression of *Atg7* and its mRNA methylation.

**FIGURE 5:**
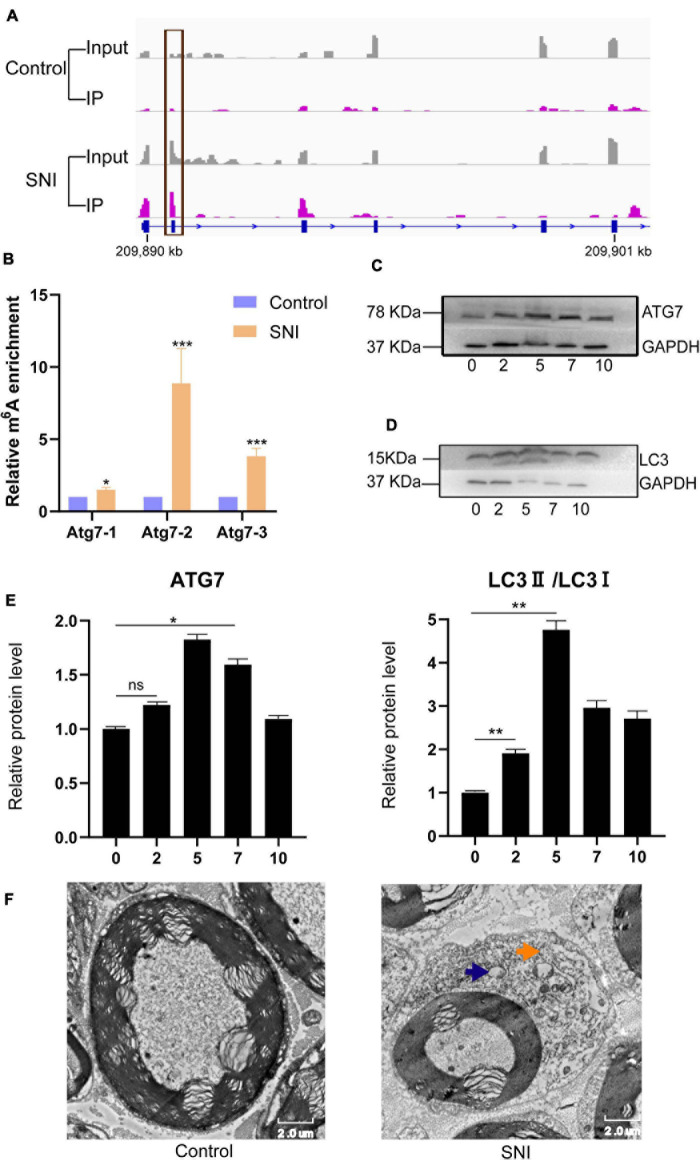
The m6A methylation and protein expression of *Atg7* gene are altered, and autophagy is activated following PNI. **(A,B)** Integrative genomics viewer and gene-specific m6A qPCR demonstrating the increased methylation of *Atg7* gene after SNI. *n* = 3, *via* Student’s *t* test. **(C)** Upregulation of ATG7 protein level. *n* = 3, *via* Western blot analysis. **(D)** Expression level of the autophagy-related marker LC3 is increased. *n* = 3. **(E)** Quantification of Western blots for ATG7 and LC3II/LC3I. *n* = 3, *via* ANOVA and *post hoc* analysis. **(F)** Transmission electron microscopy showing autophagosome (yellow arrow) and lysosome (blue arrow) in the sciatic nerve tissues. “*,” “**,” and “***” indicate *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively.

## Discussion

The roles of m6A modification in neurodevelopment have been verified in these aspects, including learning and memory (Li et al., 2019). Despite these efforts, the epigenetic changes in rat sciatic nerve remain poorly understood. In this study, we obtained a landscape of m6A methylation after SNI *via* MeRIP-Seq. There were 4,014 differentially m6A peaks, corresponding to 2,144 genes, and each gene was associated with at least one or more m6A peaks. The distribution of m6A peaks appeared in the CDS, which was also consistent with other diseases such as cancer (Zhang et al., 2020b), traumatic brain injury (Yu et al., 2020), and preeclampsia (Wang et al., 2020a). After PNI, these m6A peaks preferentially located at the start codons (19.17 vs. 17.49%), and there was a decreasing trend in the CDS (66.75 vs. 68.49%). The motif sequence GGACU displayed remarkably higher proportions than other motifs in both control and SNI groups, as well as in other species (e.g., human and mice). Besides, it is noteworthy that RRACH (where R denotes purine, A stands for m6A, and H represents a non-guanine base) is their consensus sequence (Dominissini et al., 2012; Zhang et al., 2020a).

In addition, we found that the mRNA expression levels of methylase and demethylase genes were upregulated in SNI group compared with control group. GAPDH is generally used as a housekeeping gene for the normalization of gene expression data. However, in our results, the Ct values of GAPDH in SNI and control groups were 16.9 and 19.3, respectively. This might be due to the fact that our samples were derived from rat sciatic nerve tissue. Compared with cells, tissue samples are more difficult to obtain the same Ct values. Some studies have pointed out that the mRNA expression of β-actin is increased after axon injury and may play a certain role in the acceleration of axonal outgrowth (Sántha et al., 2012; Donnelly et al., 2013).

The upregulated expression levels of FTO and METTL14 were more significant compared with other key genes. FTO and METTL14 act as eraser and writer, respectively, which regulate the dynamic levels of m6A RNA methylation. Some studies have suggested that FTO promotes the initiation of autophagy by reducing the mRNA methylation levels of *Atg5*, *Atg7*, and *Ulk1* (Jin et al., 2018; Wang et al., 2020b). Autophagy is activated after PNI to promote nerve regeneration and motor recovery (Huang et al., 2016). However, the methylation level of *Atg7* mRNA was increased in our study, and there were no significant differences in the mRNA methylation patterns of *Atg5* and *Ulk1* between SNI and control groups. In the next step, we will determine which methyltransferase regulates *Atg7* mRNA and construct a conditional gene knockout model to verify its role in PNI. Perhaps that it is a new way to clarify the underlying mechanism of autophagy after PNI.

*Fto* depletion inhibits the length of dendrites and the number of intersections in primary neurons and dynamically regulates the proliferation and differentiation of adult neural stem cells (Cao et al., 2020). Another study reported that a conditional knockout of *Fto* in brain lipid inhibits adult neurogenesis by inducing cell apoptosis (Gao et al., 2020). FTO promotes neuropathic pain by elevating *G9a* expression in primary sensory neurons (Li et al., 2020). *G9a* is also involved in the regulation of autophagy *via* linking to the promoter of *Atg* gene (Talebian et al., 2020). On the other hand, FTO can be bound with a variety of reaction substrates (e.g., m6Am and m1A), suggesting the complexity and functionality of this gene (Wei et al., 2018).

METTL14 plays an important role in the formation of multicomponent methyltransferase complex as a reaction catalyst to activate and promote METTL3 activity (Wang et al., 2017). In the central nervous system, depletion of *Mettl14* prevents the differentiation and maturation of oligodendrocytes, thus resulting in a decreased number of mature cells and hypomyelination (Xu et al., 2020). After PNI, the premyelinating phenotypes of Schwann cells are characterized by neural cell adhesion molecule, glial fibrillary acidic protein, and p75 neurotrophin receptor (Chen et al., 2007). Our results also showed that METTLE4 was upregulated, suggesting that it may have the potential to promote the development, maturation, and regeneration of Schwann cells. Besides, *Mettl14* knockout in cortical neural progenitor cells can slow down the cell-cycle progression. Thus, it is speculated that METTL14 may also affect the development and regeneration of neural progenitor cells after PNI (Yoon et al., 2017).

KEGG pathway analysis revealed that the TLR signaling pathway was regulated by the genes with upregulated m6A modification sites during SNI. TLRs are dependent on pathogen-related molecular patterns to induce activities that stimulate immunity and host defense (Fitzgerald and Kagan, 2020). Recent findings have demonstrated that the expression of TLRs is upregulated in activated Schwann cells after nerve injury, which are involved in Wallerian degeneration and proinflammatory mediator generation, thereby recruiting more immune cells into the nerve injury sites (Thakur et al., 2017). TLR7 and TLR8 participate in neuropathic pain by activating NF-κB and Erk signaling pathways, respectively (Zhang et al., 2018; He et al., 2020). In *Tlr2* knockout mice, thermal hyperalgesia and mechanical allodynia were attenuated compared with wild-type mice (Kim et al., 2007). According to our results, we believe that modulating m6A modifications of the TLR signaling pathway may be a potential therapeutic target for SNI in the near future.

Axon guidance pathway was regulated by the genes with downregulated m6A-modified sites during SNI. These genes included *Ablim1*, *Cxcl12*, *Dpysl5*, *Ephb6*, *L1cam*, *Lrrc4*, *Ntn1*, *Plxnb1*, *Robo3*, *Sema4g*, *Sema5a*, *Sema6d*, *Slit2*, and *Slit3*, all of which could be used as potential targets for regulating axon growth. CXCL12 is primarily responsible for Schwann cell migration and autophagy by regulating PI3K-AKT-mTOR signaling pathway (Gao et al., 2019); L1CAM promotes Schwann cell-neurite interactions and enhance neurite outgrowth (Romano et al., 2015); NTN1 could induce Schwann cell proliferation and migration to form the Büngner bands and extend toward the distal nerve stump (Dun and Parkinson, 2017).

Based on the conjoint analysis of MeRIP-seq and RNA-seq data, 635 hypermethylated m6A genes were upregulated, and 283 of 284 hypomethylated m6A genes were downregulated. There was a significant correlation between m6A methylation and mRNA expression level. Indeed, m6A not only affects mRNA folding and maturation to induce protein expression, but also regulates mRNA decay to curtail its lifetime (Zhao et al., 2017). Both methyltransferase and demethylase genes can determine the m6A status of a random mRNA; and in turn, the m6A-binding proteins can target and categorize the methylated mRNA into different functional groups. For example, YTHDF1 interacts with eIF3 to increase translation efficiency (Wang et al., 2015); while YTHDF2 binds to mRNA decay sites, thereby resulting in mRNA instability and degradation (Wang et al., 2014).

Among the 635 hypermethylated m6A genes, three genes (*Atf3*, *Creb1*, and *Jun*) were associated with functional recovery after PNI. 

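In the authors' deposited list, the rows of Supplementary Table 2 used here place 1 peak at Atf3 and 2 at Jun, all called upregulated by the paper. The Atf3 peak lies on the minus strand of chromosome 13 from 114443301 to 114443432 and had a score of 7.94, with a fold change of 4.35 in the paper. The Jun peaks lie on the minus strand of chromosome 5, 101 bases apart. The first, from 117958521 to 117958720, had a score of 10.1 and a fold change of 2.29 in the paper, and the second, from 117958821 to 117959200, a score of 6.53 and a fold change of 2.43. No row for Creb1 is among those used here, and Creb1 was not analysed here. The fold changes carry no replicate error, so they were not compared with each other.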

In *Atf3* mutant mice, the axon regeneration ability of DRG neurons is weakened (Gey et al., 2016). Overexpression of *Creb* enhances the regeneration of lesioned dorsal column axons (Gao et al., 2004). The loss of neuron *Jun* decreases the rate of axon regeneration after crushing, and blocks most severe axons from reconnecting to their targets (Ruff et al., 2012). Therefore, it can be inferred that m6A-modified genes play critical roles in the development of peripheral nervous system. However, detailed molecular mechanisms are still unknown, and this aspect deserves careful consideration in the near future.

## Conclusion

This study reveals the m6A RNA methylation landscape *via* high-throughput sequencing, which sheds new light on the pivotal roles of epigenetic changes in SNI. Conjoint analysis of m6A-RIP-seq and RNA-seq indicated the effect of m6A methylation on regulating gene expression. The m6A methylation and protein expression level of *Atg7* were increased, laying the foundation for understanding the epitranscriptomic mechanisms of autophagy. Further experiments should be carried out to verify the differential methylated genes in SNI patients.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus, accession no: GSE171866.

## Ethics Statement

The animal study was reviewed and approved by Ethics Committee of Radiation Medicine Chinese Academy of Medical Sciences.

## Author Contributions

LZ and DH participated in the design of the research and the writing of the manuscript. PM, BM, and JQ conducted the experiments. GT and ZL analyzed the data. XZ revised the manuscript and were responsible for supervision of study. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Epitranscriptomic Analysis of m6A Methylome After Peripheral Nerve Injury
**Source:** Front Genet. 2021 Jul 9;12:686000. doi: 10.3389/fgene.2021.686000
**Supplement:** Supplementary file 1

**Table S1. Quality control of m6A-RIP-seq and RNA-seq.**

| **m6A-RIP-seq** | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |
| **Sample** | **Group** | **Raw Reads** | **Clean Reads** | **Clean Ratio** | **Mapped Reads** | **Mapped Ratio** | **Q30** |  |
| **CONTROL001** | CONTROL001-Input | 55,387,906 | 55,381,170 | 99.99% | 51,042,371 | 92.17% | 94.32% |  |
|  | CONTROL001-IP | 48,298,492 | 48,197,588 | 99.79% | 41,271,713 | 85.63% | 91.98% |  |
| **CONTROL002** | CONTROL002-Input | 36,546,756 | 36,541,060 | 99.98% | 33,643,553 | 92.07% | 93.89% |  |
|  | CONTROL002-IP | 47,433,448 | 47,286,234 | 99.69% | 41,580,513 | 87.93% | 91.42% |  |
| **CONTROL003** | CONTROL003-Input | 39,116,376 | 39,109,888 | 99.98% | 35,918,075 | 91.84% | 94.34% |  |
|  | CONTROL003-IP | 47,640,322 | 47,502,082 | 99.71% | 41,172,156 | 86.67% | 91.68% |  |
| **SNI001** | SNI001-Input | 48,821,008 | 48,814,742 | 99.99% | 44,536,218 | 91.24% | 93.88% |  |
|  | SNI001-IP | 47,690,346 | 47,575,686 | 99.76% | 40,777,924 | 85.71% | 91.57% |  |
| **SNI002** | SNI002-Input | 50,970,328 | 50,961,440 | 99.98% | 46,732,808 | 91.70% | 93.57% |  |
|  | SNI002-IP | 52,946,878 | 52,872,666 | 99.86% | 45,171,701 | 85.43% | 92.12% |  |
| **SNI003** | SNI003-Input | 49,522,366 | 49,515,340 | 99.99% | 45,626,973 | 92.15% | 94.05% |  |
|  | SNI003-IP | 47,436,980 | 47,322,634 | 99.76% | 40,611,402 | 85.82% | 91.77% |  |

| **RNA-Seq** | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |
| **Sample** | **Raw Reads** | **Clean Reads** | **Clean Ratio** | **Mapped Reads** | **Mapped Ratio** | **Q30** |  |
| **CONTROL001** | 48,821,008 | 48,817,620 | 99.99% | 41,022,351 | 84.03% | 93.88% |  |
| **CONTROL002** | 50,970,328 | 50,964,846 | 99.99% | 43,155,751 | 84.68% | 93.57% |  |
| **CONTROL003** | 49,522,366 | 49,518,498 | 99.99% | 42,240,547 | 85.30% | 94.05% |  |
| **SNI001** | 55,387,906 | 55,384,680 | 99.99% | 46,536,813 | 84.02% | 94.32% |  |
| **SNI002** | 36,546,756 | 36,543,622 | 99.99% | 31,066,184 | 85.01% | 93.89% |  |
| **SNI003** | 39,116,376 | 39,112,438 | 99.99% | 33,189,012 | 84.86% | 94.34% |  |

# Supplementary material for: Epitranscriptomic Analysis of m6A Methylome After Peripheral Nerve Injury
**Source:** Front Genet. 2021 Jul 9;12:686000. doi: 10.3389/fgene.2021.686000
**Supplement:** Supplementary file 6

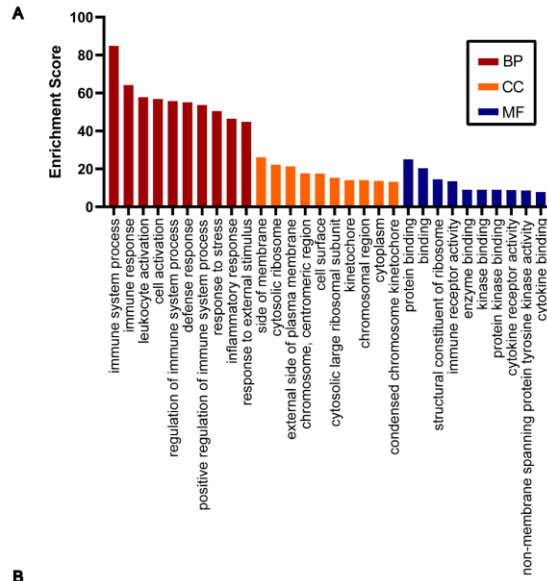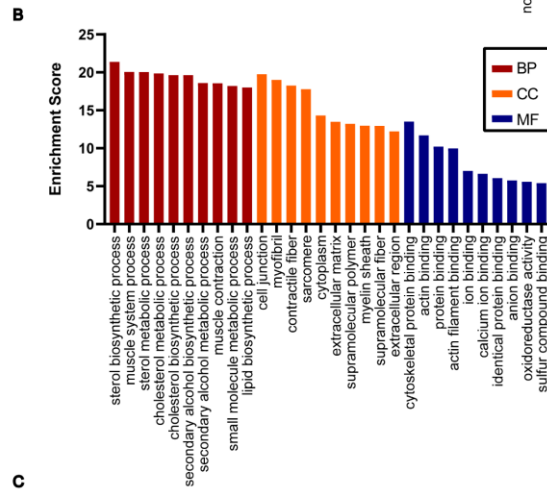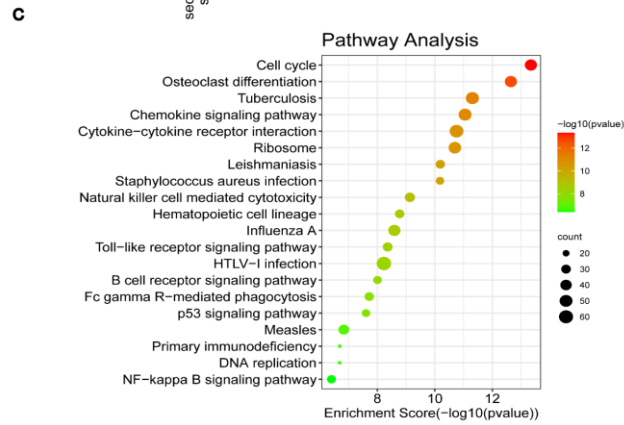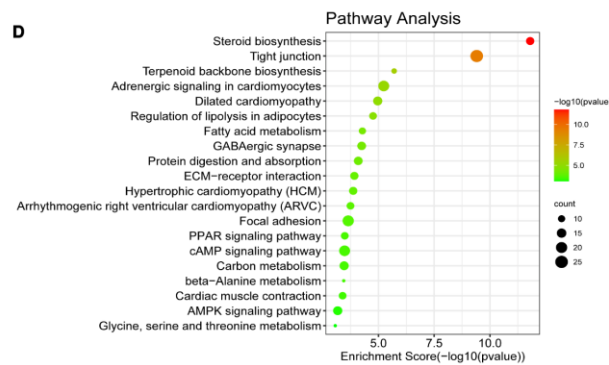

Figure S2: GO and KEGG pathway analyses of differential gene expression. Major gene ontology terms of the up-regulated (A) and down-regulated genes (B), respectively. Major enriched pathways of the up-regulated (C) and down-regulated (D) genes.

How the deposited data were processed for this re-analysis (not part of the article)

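The data are from rat sciatic nerve, 3 control samples and 3 samples taken 7 days after SNI, each with an m6A IP library and an input library. The paper's Table S1 gives the depth of these 12 libraries, from 33643553 to 51042371 mapped reads. The authors trimmed reads with Cutadapt (v1.9.3), aligned them to Rat5 (rn5) with Hisat2 (v2.0.4), called peaks with MACS and compared SNI with control by diffReps over all replicates, keeping peaks past the thresholds given with Fig. 2A. The authors deposited the resulting peak list, whose score column holds −log10 p-values. The scores in the deposited list equal −log10 of the p-values printed in Table 2. The list has 6 columns and no values per library, so that its precision cannot be given as a replicate error, and shares of peaks carry exact 95% Clopper-Pearson intervals, which cover counting error only. The score was used to describe, rank and filter peaks within the list.

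From the list, peaks were counted, measured and looked up by position. Peaks of the same strand were merged when they overlapped or touched, or when they lay less than 100 bases apart. Length and score were compared by Spearman's rho with 10000 permutations. The peaks of Table 2 and the rows of Supplementary Table 2 were matched by identical start and end, and the genes of Table 3 by overlap of a peak with the locus printed there. Gene names come from these tables. The reference table of genes is of the GRCr8 assembly, another build than that of the list, and was used only for which genes neighbour each other and, in the closing section, for the lengths of genes, without its coordinates. The rule for the genes named, the tests at the claims and the alternatives were written before the data were examined. By that rule, every gene that the paper names in its results, discussion, Table 2 or Table 3 and that has a peak was reported, with the 5 peaks of the highest score and the 5 genes with the most peaks. Since the list names no gene, the latter 5 could be counted only in the 526 rows of Supplementary Table 2 used here. For the same reason the genes of the axon guidance pathway, Creb1, Atg5 and Ulk1 were not looked up by position. Outside the rule, the genes of the KEGG pathways in the paper's text, Olr1, Arhgap15, Serping1, Neb and Ttn were chosen after their values or positions were seen. Some genes that the rule or the pathways would name are not reported here.

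The numbers of up and down peaks, the number of genes, the share of genes with peaks in both directions, the transcript region and the GGACU motif were not computed, because they need a direction, an annotation or a genome of the build of the list, which were not used here.

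For the closing section, Ct values were read from the paper's qRT-PCR and gene-specific m6A qPCR supplements. The 3 wells of each animal were averaged, GAPDH (or the input) was subtracted, and the groups were compared by two-sided exact permutation tests of 3 against 3, which cannot give a p-value below 0.1. Animals with the same number in the control and SNI groups deviated together, with a correlation across the 5 genes of 0.87, 0.93 and 0.94 for numbers 1, 2 and 3. The analysis sheets of the supplement also set each SNI animal against the control of the same number, and the numbers were treated as pairs in an alternative. Undetermined input wells of Atg7-2 were set to a Ct of 40, as in the paper's sheet.

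The functions were tested on simulated data. Merging gave the expected 500 and 300 groups from 600 made-up peaks. The permutation test called 8 of 200 unrelated lists and 193 of 200 related ones. For the scan of fold change denominators, 7 of 20 folds were made with a denominator of 0.43 and the rest at random, and the scan returned 0.43. Both this value and the 7 of 20 are those found in the paper's fold changes, so this check is not shown to predate them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.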

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

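Of 61 values under an alternative, 56 kept their direction, stayed within the interval of the value reported or, for a count, within 1.5 times of it, 4 moved and 1 reversed. Many of the 56 could not have come out otherwise. These were the looser overlaps, the paired animals (replicate block), Atg7-2 from its IP Ct alone and all qPCR values with a replicate left out. The qPCR values were judged by direction only. Control and SNI did not overlap for any gene or amplicon, so leaving out a replicate could not reverse a direction. The 4 that moved all came from requiring a score of at least 8. This left 1490 peaks in place of 4014, raised the median peak length from 152 to 166 bases (although it was 128.5 bases at scores from 12 to below 13), lowered the share of peaks on chromosome 3 from 10.5% to 8.12%, and left 3 of the Table 3 genes with a peak in place of 10. The genes that lost their peaks are all among those with lower mRNA, whose peaks score below 8. The 2 dense groups of chromosome 3 have median scores of 6.79 and 7.17.

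Requiring a score of at least 6 left 3425 peaks and a length of at least 50 bases left 3655. Merging left 4011 peaks when they overlapped or touched and 3956 when they lay less than 100 bases apart. The correlation of length and score was 0.065 as Pearson's r with log10 length and 0.064 with peaks of at least 50 bases, against 0.088 as Spearman's rho. The peaks of Table 2 and the rows of Supplementary Table 2 were all found under each overlap tried. This follows by construction, since they were matched by identical start and end.

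In the qPCR supplements, the log2 change of FTO was 4.67 against GAPDH, 7.16 from its Ct alone and 3.86 against WTAP, and that of METTL14 was 4.87, 7.36 and 4.06. ALKBH5 followed with 3.07, 5.56 and 2.26, METTL3 with 1.25, 3.73 and 0.43, and WTAP with 0.81 and 3.30. Both alternatives shift every gene by one amount, so the order of the genes is fixed by construction. Leaving out one replicate moved these changes to between 4.65 and 4.68 for FTO, 4.86 and 4.89 for METTL14, 2.88 and 3.24 for ALKBH5, 1.21 and 1.31 for METTL3 and 0.78 and 0.84 for WTAP. For the Atg7 amplicons the m6A change ranged from 0.52 to 0.67 (Atg7-1), 2.92 to 3.33 (Atg7-2) and 1.82 to 2.41 (Atg7-3) when one replicate was left out. The change of Atg7-1 was 0.58 with the input subtracted and reversed to -1.04 from the IP Ct alone, since the input Ct of this amplicon was higher in SNI by more than the IP Ct was. For Atg7-2 the IP Ct alone gives the same 3.11 by construction, because its input was set to one value, and for Atg7-3 it gave 2.59 in place of 2.20.

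With animals of the same number paired (replicate block), the log2 changes are by construction those of the unpaired comparison, for example 4.67 for FTO and 0.58 for Atg7-1. The exact sign-flip p-value was 0.25 for each, the smallest that 3 pairs allow, and 0.1 unpaired, the smallest that 3 against 3 allow, so neither test could pass a threshold of 0.05 and no call changed.

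The peak list has no values per library, so no replicate was left out of it. No paired analysis was possible because of this for the list. The alternatives with a fold change of at least 4, those on up and down peaks, on numbers of genes, on genes with peaks in both directions, on transcript regions and on the GGACU motif were not run, since the list gives no fold change, direction, gene or sequence. The depth of the libraries does not enter the list and its effect on the number of peaks was not tested.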

Differences from the paper's values

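None of the values compared with the paper's differed by more than 1.5 times in the setting reported. The authors' deposited list held 4014 peaks, the number the paper gives. FTO and METTL14 changed 25.5-fold and 29.3-fold over all 3 animals, against the paper's 26.1 and 30.1, and the analysis sheets of the supplement give 26.2 and 30.2 for the first SNI animal.

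For Atg7, the paper states that its m6A abundance rose after SNI, from the gene drawn in Fig. 5A and from gene-specific m6A qPCR. In the qPCR supplement, with the input subtracted, the amplicons changed 1.49-fold (Atg7-1), 8.65-fold (Atg7-2) and 4.59-fold (Atg7-3), with the limits given below. In the authors' deposited list of differentially methylated peaks, 0 overlap the window of that figure, and the alternatives add none, since each only removes or merges peaks. The list holds only peaks past the authors' thresholds, and the window was read from axis labels with its chromosome inferred. Absence from the list therefore does not test whether m6A rose.

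For Gtse1, the paper boxes 1 exon in Fig. 2F and places the hypermethylated peak in the CDS. The authors' deposited list has 2 peaks there. The peak given in Table 2, which ends at 126447961, lies to the left of the first position labelled on the axis of that figure and is assigned to the start codon in that table. The second, from 126449741 to 126450319, lies to the right of that position.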

Other observations

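The permutation tests of the Atg7 amplicons were planned. All other tests in this part were chosen after the result they bear on had been seen.

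The raw read totals in Table S1 pair the RNA-seq libraries with the MeRIP input libraries of the other group. Each of the 6 RNA-seq libraries has the raw total of the input library with the same number in the opposite group, and 0 have that of their own group. RNA-seq control 1 and MeRIP input SNI 1 are both given 48821008 raw reads, and RNA-seq SNI 1 and MeRIP input control 1 both 55387906. One hypothesis is that the same sequencing runs stand in both parts of the table, with the group names exchanged in one of them. Q30 is equal in the same 6 pairs, but it describes the same raw reads and adds no test. If only these entries had been copied within the table, the totals of clean reads would be unrelated. They are not equal but differ by 2550 to 3510 reads within the 6 pairs, whereas every other input library is at least 697720 reads away, which is in line with shared runs and not with copied raw entries alone. How the entries came about was not tested further. The mapped share is 84.0% to 85.3% in the RNA-seq part and 91.2% to 92.2% in the input part, so the parts of the table differ from trimming on. The methods describe separate library preparations for MeRIP-seq and RNA-seq. Their account of the mRNA data analysis, however, names clean reads of MeRIP-seq as those aligned before expression was computed. The methods thus hold statements for and against shared runs. Whether the groups were exchanged only in the table or also in the comparison cannot be told apart here, because the list has 0 columns of values per library. No biological explanation was tested.

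The largest fold changes may carry the mark of a floor. In the rows of Supplementary Table 2 used here, all 9 fold changes above 60 are whole multiples of 0.1, as are the 20 in Table 2, whereas smaller ones are written with up to 6 significant digits. A candidate explanation is that the control mean was at a floor, such as 0.1, and divided an SNI mean given to 2 decimals. If so, smaller fold changes that share another low control mean should also become multiples of 0.01 when multiplied by it. Of the 20 fold changes between 15 and 60 with 4 decimals, 7 do so for a control mean of 0.43, where chance gives 0.086. The value 0.43 was found by scanning, and the limits of 15 and 60 were set after the fold changes had been read. Between 0.05 and 2, the next best value that is no multiple of 0.43 was 0.76 with 3. In the same scan 0 of 1000 sets of 20 random fold changes reached 7, with 5 as the highest. With a lower limit of 10, 20 or 30 the best value was again 0.43, with 7 of 45, 5 of 13 and 2 of 7. The scan bears on shared control means given to 2 decimals, and not on whether the value is a floor. If this is right, the fold changes in Table 2 are set by the floor and by the reads of one group. A rule that writes large numbers with fewer decimals remains open. Such a rule would leave multiples of 0.1 rare below 60, and 3 of 517 are found where random digits give 0.094, but dividing 2-decimal means can itself give round values. No biological explanation was tested.

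More peaks lie on the minus strand (2217) than on the plus strand (1797), and 2 dense groups on chromosome 3 add to this. The share was looked at with 5 merging distances. With overlapping or touching peaks counted once it was 55.2%, with 100 bases 55.3% and with 1000 bases 54.9%. With peaks of one strand less than 10000 bases apart counted once, 52.8% of 2539 groups are on the minus strand (exact 95% Clopper-Pearson interval 50.8% to 54.7%), and with 50000 bases 52.4% of 1980 (50.1% to 54.6%). The share was lower at the widest distances, and its interval stayed above 50% at each of the 5, though only just at 50000 bases. The 5 intervals are of the same peaks and were not corrected for their number. Joining by distance need not bring all peaks of a transcript together, so this test cannot exclude a few transcripts with many peaks as the cause. The upregulated rows of Supplementary Table 2 used here lean the other way, with 273 on the plus strand and 253 on the minus strand, and as they are part of a shortened table, no test was run on them. The interval takes the groups as independent, and the strand of all expressed genes, which a balanced comparison needs, was not analysed here. No biological explanation was tested.

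The 2 dense groups on the minus strand of chromosome 3 span 175.1 kb with 78 peaks and 155.3 kb with 56 peaks when peaks less than 20000 bases apart are joined, and none of these 134 peaks, 3.34% of the list, is among the upregulated rows used here. With 10000 bases the first group parts into 42 and 36 peaks, and the largest part of the second has 26. A possible explanation is that each group lies on 1 long gene. Named peaks on either side are those of Arhgap15 (from 33928028) and Serping1 (from 78691015), and between these genes in the order of GRCr8 there are 34 protein-coding genes at least as long as the shorter group, Neb and Ttn among them. Whether each group lies on 1 gene or on several cannot be told apart without an annotation of rn5, since the 34 were picked by length alone. For comparison, the next largest group, with 29 peaks over 88.9 kb of chromosome 5, holds 6 rows used here, all of Abca1. No biological explanation was tested.

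In the qRT-PCR supplement, GAPDH, the internal control, had a Ct of 19.3 ± 0.41 (SD, n = 3) in control and 16.9 ± 0.27 (SD, n = 3) in SNI, 2.49 cycles lower, with no overlap between the groups (exact permutation test, two-sided, p = 0.1, the smallest possible). The discussion of the paper gives the same Ct values. Because GAPDH moved the same way as the 5 genes, subtracting it lowers their changes. The change of WTAP, for example, is 1.76-fold with GAPDH and 9.83-fold from its Ct alone. In 5 of the 5 analysis sheets, the third control-3 value of the last step repeats the second one and is not that of its own well.

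In the gene-specific m6A qPCR supplement, all 18 input wells of Atg7-2 were undetermined and were entered as a Ct of 40, so that IP as a percent of input runs from 396.7% to 4606% in the paper's sheet. The Atg7-2 change rests on the IP wells alone, with a Ct of 33.6 ± 0.42 (SD, n = 3) in control and 30.5 ± 0.19 (SD, n = 3) in SNI. For Atg7-1 the IP Ct was higher in SNI (27.4 ± 0.16, SD, n = 3) than in control (26.4 ± 0.16, SD, n = 3), and the input Ct was higher too (27.7 ± 0.12, SD, n = 3, against 26.1 ± 0.13, SD, n = 3). For Atg7-3, the paper's sheet gives control 2 an IP Ct of 29.1317 and an input Ct of 29.6887, whereas its wells average 29.38 for IP and 29.1317 for input. The IP Ct of the sheet thus equals the mean of the input wells. The 2 groups did not overlap for any amplicon (exact permutation test, two-sided, p = 0.1 for each of the 3).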
